A study of Homo sapiens with 12 samples.

How the data were processed

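Total RNA was taken from 12 cultures of HEK293T cells, 2 for each combination of hairpin line (shControl or shHuR) and treatment (untreated, 25 µM HNE alkyne or 225 µM H2O2 for 18 h). Per the labels' protocols, the lines were made by lentiviral transduction and puromycin selection, ribosomal RNA was removed by hybridization, and strand-specific libraries were sequenced as single-end 75 bp reads. The labels do not state the aligner, the counting program, the genome build or the annotation, nor whether counting used strand.

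The authors deposited a table of estimated counts per gene symbol and a table of FPKM values, with 1 column per library. Of the deposited count values 2.25% were not whole numbers, in 701 genes (2.97%), so they were treated as estimated counts and rounded to whole numbers before any test. Fractional values can arise where reads are divided between overlapping genes, so the levels of these genes are uncertain. The deposited FPKM values are scaled to gene length and library size by the authors, with a further factor per library that followed the median-ratio size factor of the counts. They were used in alternative fits alone. Total counts per library were 24855946 to 29907258. RMRP took 1.58% to 1.96% and RPPH1 1.44% to 1.97% of the counts of a library, and small RNA genes 0.622% to 1.26%.

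Genes were filtered with edgeR's filterByExpr (minimum count 10, by group), which kept 16005 of 23615. Libraries were scaled with TMM, with factors from 0.965 to 1.03, and CPM (counts scaled to library size) was computed from the scaled library sizes. Pairwise comparisons and interactions were tested with edgeR's quasi-likelihood F-test on 6 group means, leaving 6 residual degrees of freedom, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.00693, a biological coefficient of variation of 8.32%. The average line effect used all 12 libraries with treatment as a covariate, and the average HNE and H2O2 effects used the 8 treated and untreated libraries with line as a covariate. The standard error of a log2 fold change was its size divided by the square root of its F statistic. Errors of CPM are SD between replicates. The ELAVL1 difference between lines was also tested with an exact permutation test over 924 splits. The floor for a gene at 0 was 3 counts, which covers counting error alone, as reads without molecular identifiers are not independent molecules.

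The comparisons, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. Named genes were ELAVL1, NFE2L2, KEAP1, HNRNPD, NQO1, HMOX1, GCLM, GCLC, TXNRD1, SRXN1 and SLC7A11 whatever their values. For each comparison they were also the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, at least 5 CPM in the higher group and both libraries of one group above both of the other. The 4 gene lists were NRF2 targets, heat-shock (HSF1) targets, ATF4 targets and reported HuR-bound mRNAs, tested with fry over 7 comparisons with Benjamini-Hochberg adjustment over all 28 tests. ABCC3, AKR1B10, AKR1C1, AKR1C2, AKR1C3 and CRYAB were not tested because their counts were too low. A list of HIF targets was written later and is reported in the closing section.

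Alternatives were DESeq2's Wald test, DESeq2-style size factors in edgeR, library size alone, no filter on low counts, a mean CPM of at least 1, the replicate number as a block, limma with a trend on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, the former also without a filter, fits to the compared groups alone, and leaving out each library in turn. With a library left out, calls were made where no compared group was left with 1 library, except for the average effects. Fits to genes with whole counts only, fits with offsets for GC content and length, and the HuR-bound list without ELAVL1 were chosen after seeing the data. List medians and slopes of the HNE response with 1 library left out were also not planned beforehand. Fold changes from limma are on the log2(FPKM + pseudocount) scale, which understates the change of low genes.

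Gene positions, transcript sequences, GC content and length came from GENCODE release 29 on GRCh38, to which 91.0% of the tested symbols matched. The build used by the authors is not stated, so positions are those of the reference. The effect of 3′ UTR sequence on the line difference was measured by regressing the log2 fold change of 12914 genes on the presence of each 7-mer found in at least 200 genes.

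The tests were checked on simulated data drawn from the real means, dispersions and library sizes with 200 genes changed by known amounts. The average line test recovered 188 of 200 (94%) with 8 false calls among 15589 unchanged genes, the untreated line test 151 (75.5%) with 12, the average HNE test 177 (88.5%) with 6, and the HNE interaction 124 (62%) with 10. A change of 0.25 planted in a list of 30 genes gave a fry p of 1.54e-06, and 11 of 200 unchanged lists (5.5%) had p under 0.05. These genes were simulated independently for the HNE effect in shControl, with nothing else changed. The 5.5% is therefore not shown to hold for correlated lists (estimated correlation 0.20 for HSF1 targets between untreated lines). Nor is it shown where many genes differ, as between the lines. For the 3′ UTR regression, an effect of -0.1 planted on shuffled fold changes came back as -0.1. A linear fit returns the planted value by construction, so this checks the code and not the power to find an effect.

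The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.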

Results

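Gene expression was measured by RNA sequencing in HEK293T cells, a human embryonic kidney line, carrying either a short hairpin RNA against HuR (shHuR line) or a control hairpin (shControl line). HuR is an RNA-binding protein encoded by ELAVL1. Cells of each line were left untreated, treated with an alkyne form of the lipid-derived electrophile 4-hydroxynonenal (HNE, 25 µM) or treated with the oxidant hydrogen peroxide (H2O2, 225 µM), both for 18 h. Each of the 6 groups held 2 biological replicates, giving 12 libraries. The series title gives the question as the role of HuR in the transcriptome of cells under electrophile or oxidant stress. The deposited count table listed 23615 genes. Total counts per library ran from 24855946 to 29907258, and 17278 to 18301 genes had a count in a given library. Between the replicates of a group, log2 CPM (counts scaled to library size) correlated across genes with Pearson's r from 0.984 to 0.992, where genes are not independent replicates. No replicate pair was as alike as 2 draws from one library would be, since the chi-square per degree of freedom was 3.02 to 22.6. The highest value belonged to the HNE-treated shControl pair. The first principal component carried 24.3% of the variance and separated the 6 shHuR libraries from the 6 shControl libraries. The second carried 13.9%.

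ELAVL1, the target of the hairpin, was lower in every shHuR library than in every shControl library. In shControl cells its level was 90.5 and 86.0 CPM in the untreated replicates, 92.7 and 97.9 CPM with HNE, and 92.2 and 99.4 CPM with H2O2. In shHuR cells it was 70.4 and 70.1 CPM untreated, 69.3 and 73.1 CPM with HNE, and 70.6 and 74.5 CPM with H2O2. Over treatments the mean was 93.1 ± 4.91 CPM (SD, n = 6) in shControl and 71.3 ± 2.01 CPM (SD, n = 6) in shHuR, a fall of 23.3% (2-sided exact permutation test over 924 splits, p = 0.00216). The log2 fold change was -0.33 (SE 0.0708, adjusted p = 0.0126) in untreated cells, -0.42 (SE 0.0708, adjusted p = 0.00334) with HNE and -0.40 (SE 0.0706, adjusted p = 0.00393) with H2O2. Over all treatments it was -0.38 (SE 0.0405, adjusted p = 2.60e-06). With HNE the difference lost significance when only the 4 libraries of the compared groups were fitted, with the log2 fold change still -0.42. The hairpin's 21-base target CCCATCACAGTGAAGTTTGCA matched the reference transcriptome exactly in ELAVL1 alone, at chromosome 19, 7967669 to 7967689 on the minus strand (GRCh38, GENCODE release 29), in the coding sequence in exon 5 of 6. The gene spans 7958579 to 8005659 on that chromosome. Protein levels were not analysed here.

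**Figure D1:**
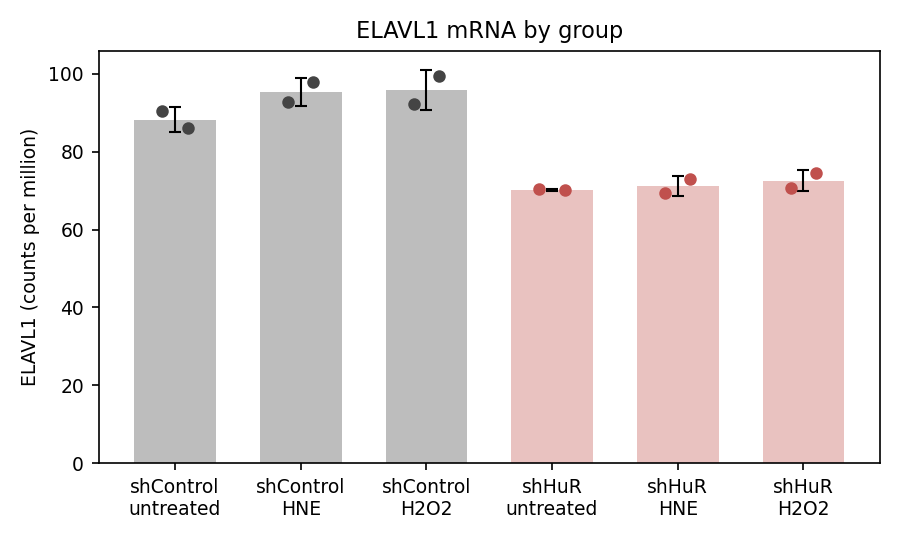
ELAVL1 level in CPM (y axis) in each group (x axis), with bars for the mean, whiskers for 1 SD (n = 2) and a point per library. The 6 shHuR libraries lie between 69.3 and 74.5 and the 6 shControl libraries between 86.0 and 99.4.

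The comparison of the lines within each treatment asks which transcripts differ with the knockdown. Of 16005 genes tested with edgeR's quasi-likelihood test, 1277 differed in untreated cells at an adjusted p under 0.05, of which 560 were higher and 717 lower in shHuR. With HNE 1324 genes differed (518 higher, 806 lower), and with H2O2 1151 genes differed (404 higher, 747 lower). Among fits to all 12 libraries the alternative that raised the untreated count most was testing without a filter on low counts, which called 1949 genes. Leaving out 1 library also moved it, to 2050 or 2055 genes without replicate 1 or 2 of the HNE-treated shControl group, and to 813 or 815 without replicate 1 or 2 of the HNE-treated shHuR group. With H2O2 the count rose to 1845 or 1839 without those same shControl replicates. Pairs of treatments shared 596 (untreated and HNE), 662 (untreated and H2O2) and 687 (HNE and H2O2) of these genes, where independent calls would give 106, 91.8 and 95.2, and every shared gene had the same direction. In all 3 treatments 472 genes were called, 171 higher and 301 lower. The 3 comparisons use separate libraries of each line, so they share no control libraries, but each line is a single hairpin's population and the line cannot be told from the hairpin.

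Over all treatments, with treatment in the model, 4787 of 16005 genes differed between the lines, 2249 higher and 2538 lower in shHuR. Most differences were small: the median absolute log2 fold change of the called genes was 0.28, and 202 of them changed at least 2-fold (64 higher, 138 lower). This lower majority depended on the scaling, since library size alone gave 2604 higher and 2161 lower genes. In untreated cells the same scaling gave 601 higher and 554 lower. It kept a lower majority with HNE (605 higher, 654 lower) and with H2O2 (446 higher, 609 lower).

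The genes with the largest called differences over all treatments were FCGRT, HIST1H2BG and CYBRD1 among those higher in shHuR, and PTCHD1, PSG4 and SLC2A3 among those lower. FCGRT (chromosome 19, 49506816 to 49526333) had 2.99 ± 0.558 CPM (SD, n = 6) in shControl and 8.17 ± 1.03 CPM (SD, n = 6) in shHuR, with a log2 fold change of 1.46 (SE 0.116, edgeR adjusted p = 1.06e-07). PSG4 (chromosome 19, 43192702 to 43207299) had 11.9 ± 2.05 CPM (SD, n = 6) in shControl and 3.65 ± 0.763 CPM (SD, n = 6) in shHuR, with a log2 fold change of -1.72 (SE 0.125, edgeR adjusted p = 4.15e-08). The log2 fold change was 1.37 for HIST1H2BG, 1.25 for CYBRD1, -1.75 for PTCHD1 and -1.44 for SLC2A3 (adjusted p from 1.96e-07 to 4.57e-05). HIST1H2BG and PSG4 belong to families of near-identical genes, so their counts are uncertain.

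In untreated cells the largest called rises were HIST1H2BG (log2 fold change 1.94), NBL1 (1.43) and FCGRT (1.37), and the largest falls PSG4 (-2.04), MAPK15 (-1.23) and SLC2A3 (-1.22), with adjusted p from 0.000167 to 0.0157. NBL1 had fractional counts and is uncertain. With H2O2 the largest falls were PTCHD1 (-2.35), SLC2A3 (-1.70) and MIR210HG (-1.69), and FCGRT (1.52) and CYBRD1 (1.37) were among the largest rises. The readthrough gene ZFP91-CNTF (2.37, adjusted p = 0.0440) also passed there, but its counts were fractional and rounded to 0 in replicate 1 of the H2O2-treated shControl group. It lost significance in 6 alternative fits, and its estimate ran from 1.40 to 11.26 when 1 of the 4 compared libraries was left out. The upper end leaves only the library at 0 in its group and is no measure of size.

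With HNE the largest rises in shHuR included CYBRD1 (1.54) and FCGRT (1.48). The readthrough gene TGIF2-C20orf24 had deposited estimates that rounded to 0 counts in both HNE-treated shControl libraries and averaged 6.46 ± 5.19 CPM (SD, n = 2) in the shHuR ones, at least 22.8-fold higher than the 3-count floor of 0.123 CPM by the lower library and 52.7-fold by the mean. Its counts were fractional and its level is uncertain. In untreated cells the mean was also higher in shHuR (4.32 against 1.02 CPM), with 0 in replicate 1 of the shControl group. With H2O2 the order was reversed, at 1.36 ± 0.412 CPM in shHuR and 3.42 ± 2.90 CPM (SD, n = 2) in shControl. The largest falls were the small nucleolar RNA genes SNORD24 (-2.71), SNORD60 (-2.63) and SNORD104 (-2.53). Their size depended in part on replicate 2 of the HNE-treated shControl group, which had the highest share of counts in small RNA genes (1.26%, against 0.622% in the lowest library). Without that library the log2 fold change was -1.63 for SNORD24, -1.96 for SNORD60 and -1.81 for SNORD104. Small nucleolar RNAs lie inside host genes, whose reads may be shared with them.

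Among genes of the stress pathway chosen beforehand, KEAP1 was higher in untreated shHuR than shControl cells (log2 fold change 0.32, SE 0.0807, edgeR adjusted p = 0.0274), but not with HNE (0.04, adjusted p = 0.831) or H2O2 (0.09, adjusted p = 0.569). NQO1 was higher with H2O2 (0.65, adjusted p = 0.0205) and SLC7A11 lower with HNE (-0.31, adjusted p = 0.0173). Over all treatments NQO1 (0.51, adjusted p = 0.000325), GCLM (0.22, adjusted p = 0.00156) and KEAP1 (0.15, adjusted p = 0.0451) were higher and SLC7A11 (-0.22, adjusted p = 0.000790) lower. In untreated cells NFE2L2, which encodes NRF2, did not differ (0.21, SE 0.102, adjusted p = 0.239), and its estimate was 0.10 without replicate 2 of the untreated shHuR group. HNRNPD did not differ either (-0.07, SE 0.0996, adjusted p = 0.726), at -0.13 without replicate 1 and -0.01 without replicate 2 of the untreated shControl group.

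**Figure D2:**
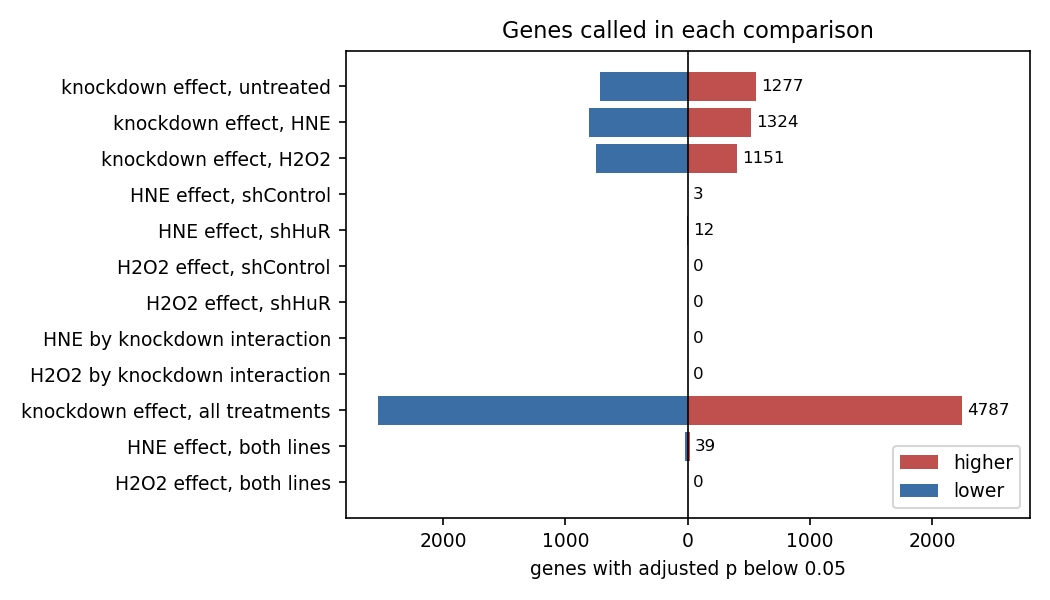
Number of genes with an adjusted p under 0.05 (x axis) in each comparison (y axis), higher to the right and lower to the left of 0, with the total printed beside each bar. By edgeR's test the line comparisons call 1151 to 4787 genes and the treatment comparisons 0 to 39.

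The effect of HNE was tested in each line. In shControl cells 3 of 16005 genes were called, all higher, and 1872 had an unadjusted p under 0.05. In shHuR cells 12 genes were called, 6 higher and 6 lower, and 1433 had an unadjusted p under 0.05. Both lists held HMOX1 and FTL. All 12 genes called in shHuR had the same sign in shControl. These counts moved widely with the processing, most of all without a filter on low counts, where they were 329 and 198. The shHuR count was 62 or 61 without replicate 1 or 2 of the HNE-treated shControl group, and 4 without either untreated shControl replicate.

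HMOX1 (chromosome 22, 35380361 to 35394214) rose from 9.96 ± 0.888 to 27.8 ± 3.90 CPM (SD, n = 2) in shControl, a log2 fold change of 1.48 (SE 0.145, edgeR adjusted p = 0.00128). In shHuR it rose from 10.9 ± 0.244 to 28.7 ± 4.28 CPM (SD, n = 2), a log2 fold change of 1.40 (SE 0.144, edgeR adjusted p = 0.000895). FTL (chromosome 19, 48965301 to 48966878) rose from 113 ± 0.125 to 190 ± 9.06 CPM (SD, n = 2) in shControl, a log2 fold change of 0.74 (adjusted p = 0.00661), and from 120 ± 14.5 to 220 ± 17.9 CPM (SD, n = 2) in shHuR, a log2 fold change of 0.88 (adjusted p = 0.000895). FTL has processed pseudogenes that may share its reads. The third gene called in shControl was PIR (0.90, adjusted p = 0.0298), whose counts were fractional. TXNRD1 passed in shHuR (0.73, adjusted p = 0.000895) and not in shControl (0.50, adjusted p = 0.0586), and the difference between the lines did not pass (0.24, unadjusted p = 0.0445, adjusted p = 0.727). The other largest called changes in shHuR were SNRPA1 (0.75), LGALS3BP (-1.10), CALCB (-0.90) and C15orf38 (-0.74), with adjusted p from 0.00336 to 0.0417. C15orf38 had fractional counts.

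With both lines together 39 of 15780 genes were called for HNE, 16 higher and 23 lower, and 1942 had an unadjusted p under 0.05. The count was 168 without replicate 2 and 64 without replicate 1 of the HNE-treated shControl group, and 3 to 11 without any other single library. The largest rises were HMOX1 (1.44, adjusted p = 9.83e-06), FTL (0.81, adjusted p = 6.24e-05) and PIR (0.76, adjusted p = 0.00635). The largest falls were HTRA1 (-0.67), SEZ6L2 (-0.65) and LOC100506730 (-0.64), with adjusted p from 0.0270 to 0.0410. Among the other NRF2 targets chosen beforehand, TXNRD1 (0.62, adjusted p = 0.00136), NQO1 (0.69, adjusted p = 0.0270) and GCLM (0.36, adjusted p = 0.0344) also passed. SRXN1 (0.24, adjusted p = 0.200), SLC7A11 (0.22, adjusted p = 0.164) and GCLC (0.09, adjusted p = 0.727) did not. The GCLC estimate was 0.01 without replicate 2 of the untreated shHuR group and 0.18 without replicate 1 of the HNE-treated shControl group.

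With edgeR's test of the filtered genes, H2O2 produced no called gene at 18 h. In shControl cells 0 of 16005 genes passed, with 695 at an unadjusted p under 0.05, and in shHuR cells 0 passed, with 540. With both lines together 0 of 15801 passed, with 861 at an unadjusted p under 0.05. Other fits did call genes in shControl, in shHuR and with both lines together. These were 2, 3 and 3 with DESeq2, and 91, 33 and 117 in edgeR without a filter on low counts. With limma on log2(FPKM + 1) they were 3, 2 and 2. NFE2L2 had a log2 fold change of 0.46 in shControl (SE 0.102, unadjusted p = 0.000456, edgeR adjusted p = 0.998) and of 0.10 in shHuR (SE 0.101, adjusted p = 1.00), the latter at 0.00 without replicate 1 and 0.20 without replicate 2 of the untreated shHuR group. HMOX1 changed by 0.06 in shControl and -0.05 in shHuR.

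Whether the knockdown changes a response was tested by the interaction of line and treatment. For HNE 0 of 16005 genes passed edgeR's test, with 1077 at an unadjusted p under 0.05. For H2O2 0 genes passed that test, with 580 at an unadjusted p under 0.05. Other fits called some for HNE and H2O2: 5 and 3 with DESeq2, and 103 and 36 in edgeR without a filter on low counts. With limma on log2(FPKM + 1) they were 3 and 3. In data simulated with known changes at this depth and replication, the interaction test recovered 17.5% of genes changed by 0.5 on the log2 scale, 62.3% of those changed by 1 and 95.9% of those changed by 2. The interaction estimate for HMOX1 with HNE was -0.08 (SE 0.203, adjusted p = 0.957) and for NFE2L2 with H2O2 it was -0.37 (SE 0.143, unadjusted p = 0.0231, adjusted p = 1.00).

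The size of the HNE response was compared between lines over the 39 genes called with both lines together. All 39 had the same sign in both lines, and 25 had the larger change in shHuR. The slope of shHuR against shControl log2 fold changes through 0 was 1.08, as a description across genes, which are not independent replicates. It was fitted by total least squares, which allows for error in both cell lines, and is not a regression of 1 on the other. The 39 were selected on the mean of both lines, which favours the same sign and a slope near 1. Over all 15780 genes, most of them unchanged, 8822 had the same sign and the slope was 0.249. Where most genes are unchanged, such a slope depends on the spread of the fold changes in each cell line. Over 16005 genes their SD was 0.466 in shControl and 0.380 in shHuR, and Pearson's r was 0.09. The 0.249 is therefore no measure of a weaker response in shHuR. No gene called for H2O2 was there to compare.

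**Figure D3:**
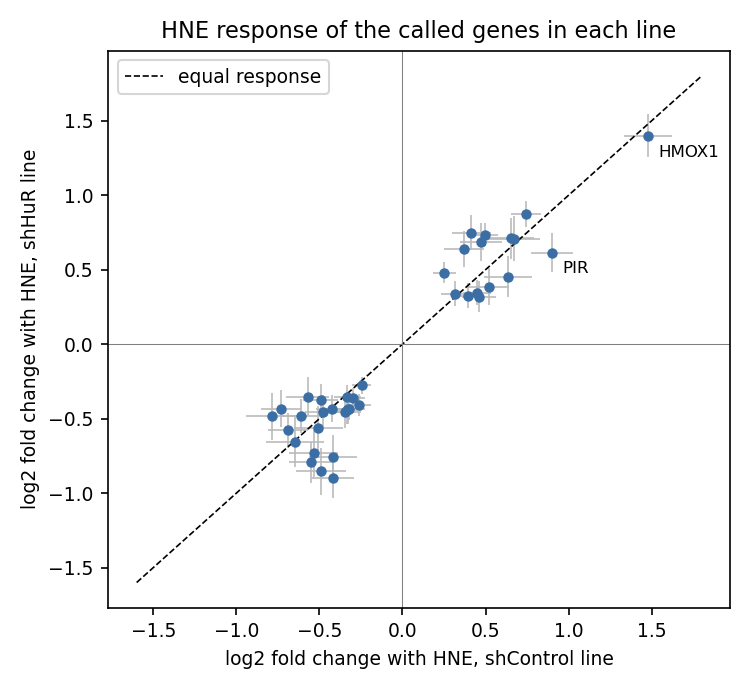
Log2 fold change with HNE in the shControl line (x axis) and in the shHuR line (y axis) for the 39 genes called with both lines together, with 1 SE bars and a dashed line of equal response. All 39 genes, which were selected on the mean of both lines, have the same sign in both, and HMOX1 has the largest rise, 1.48 and 1.40.

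The HNE and H2O2 responses within a line share the untreated libraries, which alone makes their fold changes correlate. Across 16005 genes Pearson's r was 0.46 in shControl and 0.49 in shHuR (Spearman's rho 0.36 in each). In 20 simulations of unchanged groups the mean r was 0.50 in both lines, with ranges of 0.478 to 0.528 and 0.476 to 0.535. The shControl value lay below its range and the shHuR value within it. The simulated mean of rho was 0.45 in each line, above the observed 0.36. The simulations gave every group the same spread per gene and took differences of mean log2 CPM rather than edgeR estimates. Real replicate pairs differed in scatter (chi-square per degree of freedom 3.02 to 22.6). A value below the simulated range therefore does not show that the 2 responses differ.

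Gene lists fixed beforehand were tested with fry in 28 list and comparison pairs, of which 6 had an adjusted p under 0.05 and 22 had 0.128 to 0.983. NRF2 targets (30 of 35 genes tested) rose with HNE in both lines. In shControl the median log2 fold change was 0.24 with 23 of 30 genes higher (adjusted p = 0.00947), and in shHuR it was 0.26 with 23 of 30 higher (adjusted p = 0.00947). In each line 3 of these genes were called over all genes tested and 13 when adjusted over the list alone, all higher except PGD in shHuR (-0.21). The list's response did not differ between lines (median interaction 0.01, adjusted p = 0.983). Both HNE results also passed under camera with an estimated correlation (adjusted p = 0.0385 and 0.0364).

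Heat-shock (HSF1) targets (19 of 20 genes tested) were higher in untreated shHuR cells, with a median of 0.21 and 14 of 19 genes higher (fry adjusted p = 0.0489). There 7 genes were called over all genes tested, of which HSPA4L (-0.32) and HSPE1 (-0.38) were lower, and 10 when adjusted over the list alone, 7 of them higher. Without replicate 2 of the untreated shHuR group or replicate 1 of the untreated shControl group the median was 0.12, and the list did not pass under camera with an estimated correlation (adjusted p = 0.397). Reported HuR-bound mRNAs (37 genes, ELAVL1 among them) had a median of -0.03 in untreated shHuR cells with 22 of 37 lower (fry adjusted p = 0.00815). Over all genes tested 7 were called, as many as when adjusted over the list alone, and 2 of them, ACTB (0.35) and CDKN1A (0.60), were higher. That list also passed without ELAVL1 (adjusted p = 0.0116) but not under camera with an estimated correlation (adjusted p = 0.397) or with library size alone (adjusted p = 0.265). Its median was -0.05 without replicate 1 of the untreated shHuR group and -0.02 without replicate 2 of the untreated shControl group.

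ATF4 targets (25 genes), which mark the integrated stress response, rose with H2O2 in shControl, with a median of 0.12 and 21 of 25 genes higher (fry adjusted p = 0.0200). Over all genes tested 0 were called, and 5 when adjusted over the list alone. In shHuR the median was -0.02 with 12 of 25 higher (adjusted p = 0.777). The interaction had a median of -0.14 with 21 of 25 genes lower (fry adjusted p = 0.0450, camera with an estimated correlation adjusted p = 0.0478), and it did not pass with library size alone (adjusted p = 0.129).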

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

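The tests in this part were all chosen before their results were seen, although the interaction they address was already known. The response of ATF4 targets to H2O2 differed between the lines by a test of the interaction: the median over 25 genes was -0.143 on the log2 scale, with 21 of 25 genes lower (fry adjusted p = 0.0450). No single gene passed edgeR's test, with 580 of 16005 at an unadjusted p under 0.05. The difference came from a small rise in shControl (median 0.12) that was not seen in shHuR (median -0.02). The adjusted p was 0.0478 under camera with an estimated correlation, 0.0556 with the replicate number as a block and 0.129 with library size alone. Camera with its preset correlation gave 3.85e-05.

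Several technical explanations were tested. One library alone was argued against: leaving out each of the 8 libraries gave medians from -0.166 to -0.0977, the last without replicate 2 of the untreated shControl group. Trends with GC content and length stay open: the median moved from -0.143 to -0.0980 after they were removed. No spread is given for that second median, so it does not decide whether they are a part or the whole of the cause. In size, -0.0977 and -0.0980 both stayed above 50% of the median as reported. Scaling stays open for the call: with library size alone the adjusted p was 0.129, although the median stayed at -0.14. The H2O2-treated shControl group also includes replicate 1, a library with few genes detected (17278), but without it the median was -0.15. The HNE interaction shares the untreated libraries, and there the ATF4 list had a median of -0.0827 with 18 of 25 genes lower. That result did not pass (fry adjusted p = 0.128), and a contribution of the untreated libraries to both interactions stays open. A weaker integrated stress response in shHuR may be a biological explanation, as a hypothesis that rests on an adjusted p close to the threshold. A difference between the lines unrelated to HuR remains open, since each hairpin is represented by 1 line.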

How the results depend on the processing

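The GC and length fit, the whole-count fit and the list without ELAVL1 were chosen after seeing the data. List medians and slopes with 1 library left out were also not planned beforehand. The other alternatives were. Between the lines over all treatments, 4085 to 5350 genes were called under the 11 alternatives to the fit with 4787, and 3898 to 5240 across the 12 fits that each left out 1 library. Knockdown counts within a treatment stayed within 1.5 times under the alternatives except those named here. The counts for HNE and H2O2 were small and moved under most alternatives. Unless a reason is given, the cause was not tested.

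Without a filter on low counts more genes were called in every single-treatment and both-line comparison: 1949 (untreated), 2061 (HNE) and 1802 (H2O2) for the knockdown, 329 and 198 for HNE in shControl and shHuR, 91 and 33 for H2O2, 103 and 36 for the HNE and H2O2 interactions, and 334 and 117 for HNE and H2O2 with both lines together. DESeq2 called 71 and 107 genes for HNE in shControl and shHuR, 2 and 3 for H2O2, 5 and 3 for the interactions, and 181 and 3 with both lines together. The 181 included all 39 genes of the edgeR test.

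On the FPKM scale with limma, log2(FPKM + 1) called 6 genes for HNE in shHuR, 3 and 2 for H2O2 in shControl and shHuR, 3 and 3 for the interactions, and 2 and 2 with both lines together. With a pseudocount of 0.1 it called 5 and 2 genes for H2O2, 1 for the HNE interaction, and 4 and 2 with both lines together. Without a filter on low values, log2(FPKM + 1) called 726, 717 and 675 genes for the knockdown in untreated, HNE and H2O2 cells, 2 for HNE in shHuR, 3 and 2 for H2O2, 2 and 2 for the interactions, and 1 and 1 with both lines together.

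Fits to the compared groups alone called 204 genes for the knockdown with HNE, 59 for HNE in shHuR and 8 for H2O2 in shHuR. Such fits have fewer samples to estimate the spread. The counts moved both ways, from 1324, 12 and 0, and the cause was not tested. Library size alone called 7 genes for HNE in shHuR, 5 higher and 2 lower against 6 and 6. The same scaling turned the knockdown over all treatments from 47.0% to 54.6% higher genes. With GC and length offsets 8 and 22 genes were called for HNE in shControl and shHuR, 1 for H2O2 in shHuR, and 118 for HNE with both lines together, the 39 included.

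Replicate numbers are shared by the groups, but the 15 correlations of same-numbered libraries' deviations ran from -0.20 to 0.21 with 3 above 0.1, so the numbers do not pair the libraries. With the replicate number as a block, 6 genes were called for HNE in shHuR and 14 for HNE with both lines together. Under the block the adjusted p was 0.0556 for HSF1 targets in untreated shHuR, 0.0556 for the ATF4 interaction with H2O2 and 0.0381 for HuR-bound mRNAs with HNE in shHuR. It changed no other list result and moved no other count by over 1.5 times.

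Leaving out each library in turn gave ranges of 813 to 2055 (knockdown, untreated, 8 fits), 803 to 1845 (knockdown, H2O2, 8 fits), 2 to 5 (HNE in shControl, 8 fits), 4 to 62 (HNE in shHuR, 8 fits), 0 to 2 (H2O2 in shHuR, 8 fits), 0 to 1 (HNE interaction, 4 fits), 3 to 168 (HNE with both lines, 8 fits) and 0 to 1 (H2O2 with both lines, 8 fits). The high ends for the knockdown and HNE in shHuR came without a replicate of the HNE-treated shControl group, the pair with the widest scatter, which adds to the shared spread. The slope of the HNE response between lines ran from 0.959 to 1.18 over 8 such fits. Over all tested genes, most of them unchanged, it was 0.249. The correlation of HNE and H2O2 responses was 0.396 in shControl and 0.370 in shHuR at a mean CPM of at least 10. In each line this was below the simulated range for unchanged groups (0.483 to 0.516 and 0.463 to 0.545). Those simulations gave every group the same spread per gene, so the gap has no clear meaning.

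For the lists, camera with an estimated correlation gave an adjusted p of 0.397 for HSF1 targets and for HuR-bound mRNAs in untreated shHuR. Library size alone gave 0.265 for HuR-bound mRNAs there, 0.0732 for ATF4 targets with H2O2 in shControl and 0.129 for their interaction. NRF2 targets with HNE passed under camera, library size alone and the block in both lines. No list was tested by fry with offsets for GC content and length.

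For single genes, 32 of 76 named gene and comparison pairs changed their call under some alternative. Of their 883 values 64 lost significance, 19 gained it and 0 reversed with significance. With 2 libraries per group, differences of 0.5 on the log2 scale were found for 42.1% of genes in a line comparison and 17.5% in an interaction in simulated data, so smaller differences cannot be excluded.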

Other observations

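The tests of the shifted guide, of 7-mer base composition, of the shControl hairpin and of the libraries with few genes detected were chosen only after the result was seen, and the others before their results.

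The number of genes called was compared with other splits of the same libraries. For the line difference over all treatments, 1 of 100 splits (drawn from 462, the real one included) gave as many as 4787 genes, and the largest other split gave 1980. For HNE with both lines, 2 of 34 splits gave as many as 39 genes: the real one, and a split that gave 284 by parting the 2 HNE-treated shHuR libraries, replicate 1 of untreated shHuR and replicate 2 of HNE-treated shControl from the rest. The other 32 splits gave 4 genes or fewer (median 0), and the split with 284 held 3 of the 4 HNE-treated libraries on 1 side. The share of 2 in 34 is above 0.05 because of that 1 split, so the count alone leaves the HNE result open. For H2O2 with both lines 0 genes were called (861 at an unadjusted p under 0.05). All 34 splits gave as many by definition, so that count tests nothing. The largest other split gave 435. By the number of genes at an unadjusted p under 0.05, 10 of the 34 gave as many. Trends with GC content and length were tested as the cause of the 284: with offsets for them that split gave 392 genes, which argues against it. The split with 435 genes fell to 93. No biological explanation was tested for these splits, and the labels name no batch.

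Candidate explanations of the line difference itself were tested on 3′ UTR sequences. Repression through the hairpin's seed, guide positions 2 to 8, was argued against: the coefficient of its match lay at percentile 40.2 among 13855 7-mers. Loss of HuR binding to U-rich and AU-rich 3′ UTRs stays open. The 2 motifs chosen beforehand did not stand out, with their mean coefficient at percentile 39.0. The 128 7-mers of A and T alone, a set chosen after the result was seen, were low by t statistic, at a median percentile of 5.97 with 60 of them in the lowest 5%. Such 7-mers mark base composition as much as binding, so the values do not separate the 2. Trends with GC content and length left 92.4% of the calls over all treatments in place when removed. The share kept was lowest in untreated cells, where 962 of the 1277 calls stayed. With HNE 1255 of 1324 stayed, and with H2O2 1121 of 1151. These tests leave open effects of HuR on a few transcripts, which the regression would not detect, and differences between the lines unrelated to either hairpin.

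The 3 lowest of the 13855 7-mers by t statistic for the line difference were TGAAGTT (coefficient -0.0712, SE 0.00837, 1983 genes), GAAGTTT (-0.0565) and GTGAAGT (-0.0594). All 3 matched the hairpin's target within guide positions 4 to 12, shifted from the expected seed (positions 2 to 8) but in part overlapping it. The 3 7-mers overlap each other and so are not independent. They are the observation that raised the question rather than a test of it. TGAAGTT pairs with guide positions 5 to 11, as the seed of a guide whose 5′ end is shifted by 3 bases would. By t it ranked 2, 1 and 1 in untreated, HNE and H2O2 cells. Base composition as a part of the cause stays open: the other 209 7-mers with the same bases had a median percentile of 17.4 by t, and 36 of them lay in the lowest 5%. That set includes GAAGTTT, itself 1 of the 3 lowest, so it is not free of matches to the hairpin's target. A property that moves these genes in any comparison was argued against, as the percentile of TGAAGTT by t in the 4 treatment comparisons ran from 10.9 to 82.0. The coefficient was -0.0603 (SE 0.00889, 1572 genes) for 1 site and -0.123 (SE 0.0166, 411 genes) for 2 or more. A match in the coding sequence had a coefficient of -0.0129 (SE 0.00759), against -0.0710 in the 3′ UTR. Of the genes called lower 36.3% (759 of 2090) held at least 1 of the 3 motifs, of those called higher 20.6% (410 of 1988), and of those not called 24.8% (2195 of 8836). Of single genes looked at after their values were seen, CCND1 (log2 fold change -1.09) and ITGB1 (-1.11) carry TGAAGTT. CLTC carries it too and was higher (0.51), and PSG4 (-1.72) and DHRS3 (-1.22) were lower with none of the 3 motifs. These values are consistent with repression by a shHuR guide with a shifted 5′ end, a hypothesis found and tested on the same data. If so, part of the line difference may not come from lower HuR, including that of CCND1, a member of the HuR-bound list. The small RNAs made from the hairpin were not analysed here, and a second hairpin or a rescue would be needed to tell these apart.

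The genes higher in shHuR were tested for repression in the comparison line through the shControl hairpin. Among 28 7-mer windows of both strands of that hairpin the highest by t, TCCAGCT, lay at percentile 96.3 (rank 598 of 16319), about where the highest of 28 random windows would lie, which argues against a seed effect as a general cause.

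Several genes known to respond to hypoxia were seen among those lower in shHuR, such as PDK1 (-0.81), PFKFB4 (-0.87) and MIR210HG (-1.14). A list of 32 other HIF targets was then written, of which 30 were tested over all treatments. The median log2 fold change was -0.36, with 29 lower and 1 higher, 25 called lower and 0 called higher (fry p = 2.00e-06, camera with an estimated correlation p = 0.00374). The list's median log2 CPM relative to each gene's mean was at most -0.0571 in the shHuR libraries and at least 0.131 in the shControl libraries. Repression through the shifted sites as the whole cause was argued against by the 17 genes with none of the sites, whose median was -0.357, and trends with GC content and length by a median of -0.355 after removal. HIF1A (0.04, adjusted p = 0.633) and EPAS1 (-0.02, adjusted p = 0.904) did not differ as mRNA. Lower HIF activity in shHuR may be a biological difference between the lines, as a hypothesis. Whether it follows from lower HuR, from an off-target gene upstream or from culture density and oxygen, which the labels do not give, cannot be resolved with 1 line per hairpin.

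Replicate 1 of H2O2-treated and of HNE-treated shControl had fewer genes detected (17278 and 17524) than the other 10 libraries (18057 to 18301). Depth was argued against, since these 2 had 26796009 and 29907258 counts and the lowest other library 24855946 (24.9 in units of 1e6). The treatment was argued against, since replicate 2 of the same groups had 18174 and 18130 genes. Their scatter index at expected counts of 10 to 50 was 5.50 and 5.47, against 2.36 to 3.54 in the others, and 20.2% and 18.2% of genes with expected counts of 3 to 10 were at 0, against 3.42% to 8.51%. Fewer distinct RNA molecules sampled in these libraries is a candidate explanation. No biological explanation was tested.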
